A study of Homo sapiens with 6 samples. Its data were reported in "PDZK1 Protects Against RPE Senescence by Targeting the 14‐3‐3ε‐mTOR Axis to Attenuate Early Diabetic Retinopathy" (2025).

How the data were processed

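RNA sequencing had been done on ARPE-19 cells, a human retinal pigment epithelial cell line. The cells had been transduced at a multiplicity of infection of 10 with a control lentivirus or a lentivirus that overexpresses PDZK1, a scaffold protein of the plasma membrane. They were selected with 4 µg/ml puromycin and exposed to 37.5 mM glucose for 48 h. The labels place 3 libraries in each of the 2 groups, with replicate numbers 1 to 3 in each. Nothing in the labels says that a number marks a shared culture, day or batch, and no library or sequencing batch is given. A company made the libraries from total RNA with a VAHTS Universal RNA-seq kit and sequenced them.

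Both tables used here were deposited by the authors. The first holds estimated counts deposited as whole numbers per gene and library, with no scaling for depth. The names that the assembler StringTie gives by default to loci it assembles appear among the identifiers, and both copies of pseudoautosomal genes hold reads. These values were therefore read as estimates of reads per gene, in which near-identical genes share reads. The second holds FPKM deposited by the authors, which scale fragments by transcript length and by the mapped fragments of the library. The aligner, the counting program, the versions, the strandedness and the genome build are not stated. Each table also has 3 columns of per-sample values that match none of the 6 samples, and these were not used here.

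Each table lists 21314 entries, of which 20461 carry an Ensembl gene identifier and 853 are named as assembled loci. Of the Ensembl identifiers, 20229 matched GENCODE release 29, and 19702 of these are typed as protein-coding there. Coordinates in the text are those of GENCODE release 29 on GRCh38 for the matched identifier, 1-based. No mitochondrial gene is listed. A symbol shared with another entry was found for 58 Ensembl entries. The assembled loci took 0.519% to 0.536% of the counts of a library. They were left out of the main test, a choice made after the tables had been seen and before any result was computed, and were tested separately.

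Total counts ran from 27970618 in control replicate 3 to 32804567 in PDZK1 replicate 2. Genes with all libraries of a group at or under 3 counts, the most that a count of 0 allows at 95% confidence, were treated as lying at the floor. Floors cover counting error only, because reads without molecular identifiers are not independent molecules.

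The test of differential expression used edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr were kept (13645 genes), libraries were scaled by TMM, and the robust quasi-likelihood test compared PDZK1 overexpression with control without covariates. Benjamini-Hochberg adjustment covered all tested genes, and the threshold was an adjusted p-value under 0.05. The biological coefficient of variation was 0.1. CPM (counts scaled to library size) were computed from the TMM-scaled library sizes. Errors of group means are standard deviations over n = 3 libraries, and intervals of fold changes are 95% intervals from the model, which include the variation between libraries. Intervals of a median over the genes of a stretch or chromosome are 95% bootstrap intervals over genes.

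Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, adjusted over 12 lists. Of these, 11 are described here: mTOR signalling, amino acid response, cholesterol synthesis, glycolysis, proliferation, secretory phenotype, NRF2 targets, autophagy and lysosome, interferon response, retinal pigment epithelium markers and the 14-3-3 family. A panel of 22 genes covers the proteins and markers that the study measured by other assays, and SLC22A4 and SLC22A5, transporter genes that it only discussed. The tests, the lists, the panel, the rule for naming genes and the alternatives not said to be added later were fixed before the data were examined. The rule names PDZK1 and the other panel genes. It adds the 5 largest rises and the 5 largest falls among genes with a symbol, an adjusted p-value under 0.05, a mean of at least 5 CPM in the higher group and no overlap between the groups. It also adds up to 5 members of the mTOR list on each side past the threshold. Genes named outside this rule were chosen after their values were seen.

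The alternatives were DESeq2 1.42.0, limma-voom, limma with a trend on log2 FPKM with pseudocounts of 1 and 0.1 at a mean FPKM of at least 0.5, and the same without that filter. Further alternatives were other scalings of the libraries, PDZK1 left out of the counts, other count filters (at least 1 count, or at least 10 in every library), a non-robust fit, a test against a fold change of 1.5, and thresholds that add a fold change of 1.5. The rest were a gene length correction, the replicate number as a block with and without that correction, each library left out in turn, and, for lists, fry, camera with estimated correlation and fgsea 1.28.0. A GC content correction, the assembled loci kept singly or as sums, and the 1p and 11p regions left out were added after seeing the data.

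Position along the chromosomes was scanned after the gene results had been seen, because many of the lower genes lay on chromosome 1. The scan took 11329 genes with a mean of at least 4 CPM on 23 chromosomes, limited log2 fold changes to 0.6 in size, and searched for runs of at least 15 genes whose mean departs from the rest of the chromosome. It compared the scan statistic with 1000 genomes in which gene positions were shuffled. The threshold was the 95th percentile of the largest shuffled statistics (5.09). The scan settings were chosen after a first look at the profiles. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the scan, permutations and plots.

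The edgeR test and camera were tested on simulated counts drawn from the libraries' own means and sizes, each gene independently. The scan was tested on the observed log2 fold changes with gene positions shuffled. The other steps were not tested in these ways. Of 200 genes changed by known amounts, those that passed the count filter were recovered in 11 of 50 cases at 1.2-fold (22%), 31 of 48 at 1.5-fold (64.6%), 43 of 49 at 2-fold (87.8%) and 44 of 50 at 4-fold (88%). Of 147 calls, 16 were false (10.9%), above the nominal 5 in 100, and 2 were members of a list shifted by 0.15 log2 units. That list had a camera p-value of 9.1e-14, and an unshifted list had 0.886. Members of these lists were simulated independently, so the 2 p-values say little about camera for lists whose genes vary together. The scan found 10 of 10 planted regions of 80 genes shifted by -0.15, and it called 1 region in 10 shuffled sets.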

Results

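RNA sequencing measured transcript levels in ARPE-19 retinal pigment epithelial cells held in 37.5 mM glucose, with 3 libraries from cells carrying a control lentivirus and 3 from cells carrying a PDZK1 overexpression lentivirus. Total counts were 32603675, 31275069 and 27970618 in control replicates 1 to 3 and 32061903, 32804567 and 31616448 in PDZK1 replicates 1 to 3. Between 14927 and 15095 genes had at least 1 count per library, and the 20 most abundant genes took 7.6% to 7.98% of the counts. Spearman correlations over genes ran from 0.993 to 0.996 within groups (6 pairs) and from 0.992 to 0.994 between groups (9 pairs). The first principal component held 33.8% of the variance and separated the groups, and the second held 21.1% and set control replicate 3 (-29.99) apart from control replicates 1 (14.45) and 2 (18.79). Libraries of a group differed by more than counting error, with a chi-square per degree of freedom of 6.56 to 18.83 between them.

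PDZK1 (ENSG00000174827, chromosome 1, 145670852 to 145708148, minus strand, GRCh38) checked the labels. Its counts were 19, 18 and 23 in the control libraries and 3020, 2541 and 2828 in the PDZK1 libraries. The level rose from 0.668 ± 0.143 CPM to 87.0 ± 8.57 CPM (SD, n = 3 each). The log2 fold change was 7.03 (SE 0.131, 95% interval 6.74 to 7.32, edgeR adjusted p 8.17e-09). The alternative that moved it most was limma on log2 FPKM with a pseudocount of 1 (4.92), and it passed the threshold in all 25 alternatives. The counts do not separate transcripts of the endogenous gene from those of the vector, and 1 numbered pseudogene of PDZK1 is annotated.

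The next comparison asked which transcripts differ between the PDZK1 and control libraries in high glucose. The labels do not say whether the libraries of a group came from separate transductions. If each group was 1 selected population, the p-values cover the spread between its libraries and not that between transductions. A difference between the populations that is unrelated to PDZK1 could then also pass the threshold. Of 13645 genes tested, 522 passed the threshold (3.83%), of which 193 were higher (37.0%) and 329 lower (63.0%) in the PDZK1 libraries. At an unadjusted p under 0.05 there were 2388 genes, against 682 that chance gives. The median size of the change among the 522 genes was 0.38 log2 units. By over 1 log2 unit, 26 genes were higher and 68 lower. The groups did not overlap in 23.9% of the tested genes, against the 10% that chance gives for 3 against 3. Every PDZK1 library lay at or under the floor of 3 counts for 10 of the lower genes, and every control library for 2 of the higher genes. The alternative that moved the count most was a test against a fold change of 1.5, which called 42 genes. Single libraries also moved it. Leaving out control replicate 3 gave 875 genes, of which 491 were among the 522 in the same direction. Leaving out PDZK1 replicate 1 gave 181, PDZK1 replicate 2 gave 293, PDZK1 replicate 3 gave 206, control replicate 1 gave 268 and control replicate 2 gave 186.

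**Figure D1:**
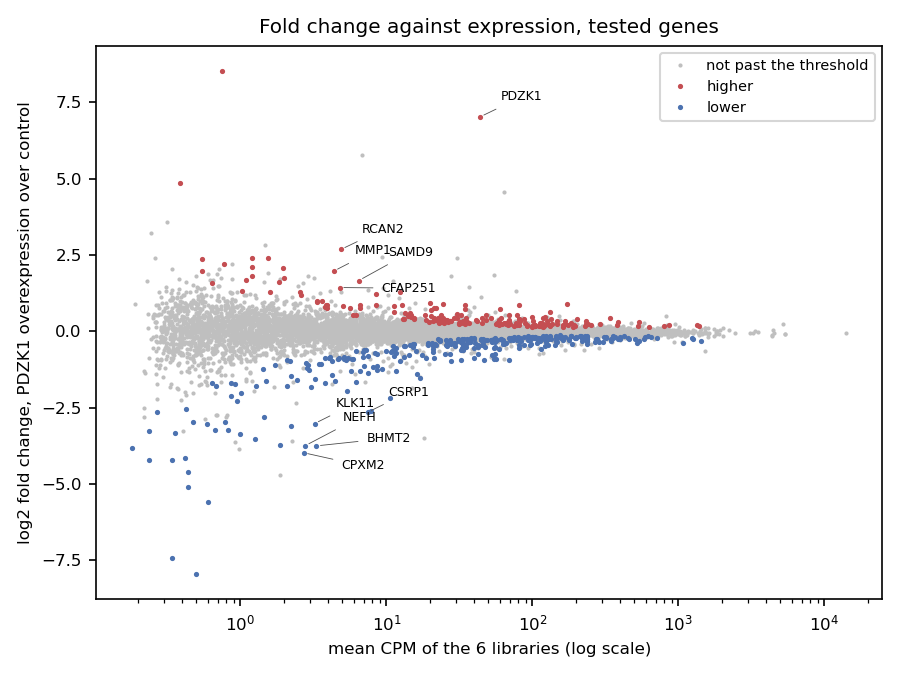
Log2 fold change of PDZK1 overexpression over control (vertical axis) against the mean CPM of the 6 libraries (horizontal axis, log scale) for the 13645 tested genes. The 193 genes higher and the 329 lower past the threshold are coloured, and PDZK1 and the largest rises and falls named by the rule are labelled; fold changes of genes at the floor depend on the prior count.

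After PDZK1, the largest rises under the naming rule were in RCAN2, MMP1, SAMD9 and CFAP251. RCAN2 (ENSG00000172348, chromosome 6, 46220736 to 46491972) rose from 1.30 ± 0.458 to 8.48 ± 1.86 CPM, a log2 fold change of 2.69 (SE 0.271, adjusted p 0.00119). MMP1 (ENSG00000196611, chromosome 11, 102789920 to 102798160), a collagenase gene, rose from 1.77 ± 0.631 to 6.96 ± 0.537 CPM, a log2 fold change of 1.98 (SE 0.229, adjusted p 0.0016). The log2 fold changes of SAMD9 (ENSG00000205413, chromosome 7) and CFAP251 (ENSG00000158023, chromosome 12) were 1.67 (adjusted p 0.00129) and 1.44 (adjusted p 0.00116), and CFAP251 overlaps PSMD9 on the same strand. The largest falls were in CPXM2, BHMT2, NEFH, KLK11 and CSRP1. CPXM2 (ENSG00000121898, chromosome 10, 123706207 to 123940267) went from 5.10 ± 0.757 to 0.320 ± 0.187 CPM, a log2 fold change of -3.97 (SE 0.363, adjusted p 0.000531). KLK11 (ENSG00000167757, chromosome 19, 51022216 to 51028039) went from 5.74 ± 0.567 to 0.705 ± 0.0569 CPM, a log2 fold change of -3.02 (SE 0.192, adjusted p 8.2e-05). The log2 fold changes of BHMT2 (ENSG00000132840, chromosome 5), NEFH (ENSG00000100285, chromosome 22) and CSRP1 (ENSG00000159176, chromosome 1) were -3.75 (adjusted p 0.000381), -3.74 (adjusted p 0.000131) and -2.65 (adjusted p 0.000218). Antisense or opposite-strand genes overlap CPXM2, BHMT2, NEFH, CSRP1, RCAN2 and MMP1, so some reads could belong to them, and NEFH has 1 numbered pseudogene. Each of these 9 genes passed the threshold in all 10 alternatives computed for it. These values are from the edgeR test with n = 3 libraries per group.

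The panel asked whether transcripts of the proteins and markers that the study followed by other assays, with 2 transporters it discussed, differ between the groups. Of its 22 genes, 21 could be tested. TNF had 0 counts in every library, and the floor of 3 counts corresponds to 0.0915 to 0.107 CPM. PDZK1 and MTOR passed the threshold over all genes tested (2 genes), against 5 genes adjusted over the list alone and 6 at an unadjusted p under 0.05. The 3 further genes past the threshold when adjusted over the list alone were CDKN1A (0.13, adjusted p 0.103 over all genes and 0.0422 over the list), NFE2L2 (-0.13, 0.109 and 0.0422) and IL6 (-0.91, 0.128 and 0.0441). Over all genes, 19 genes were not past the threshold, 5 of them higher and 14 lower, with log2 fold changes from -0.91 for IL6 to 0.16 for HMOX1. HMOX1 was 0.092 without control replicate 1 and 0.26 without control replicate 3. In 17 of the 19, CDKN1A, SQSTM1 and RPS6KB1 among them, the 95% interval excluded a 1.5-fold change in either direction; the other two were IL6 and CDKN2A. DESeq2 called 4 panel genes, adding CDKN1A and IL6. Without control replicate 3, 6 were called, adding CDKN1A, GLB1, HMOX1 and IL6. HMGB1 has 48 numbered pseudogenes and YWHAE 6, so their counts are uncertain.

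**Figure D2:**
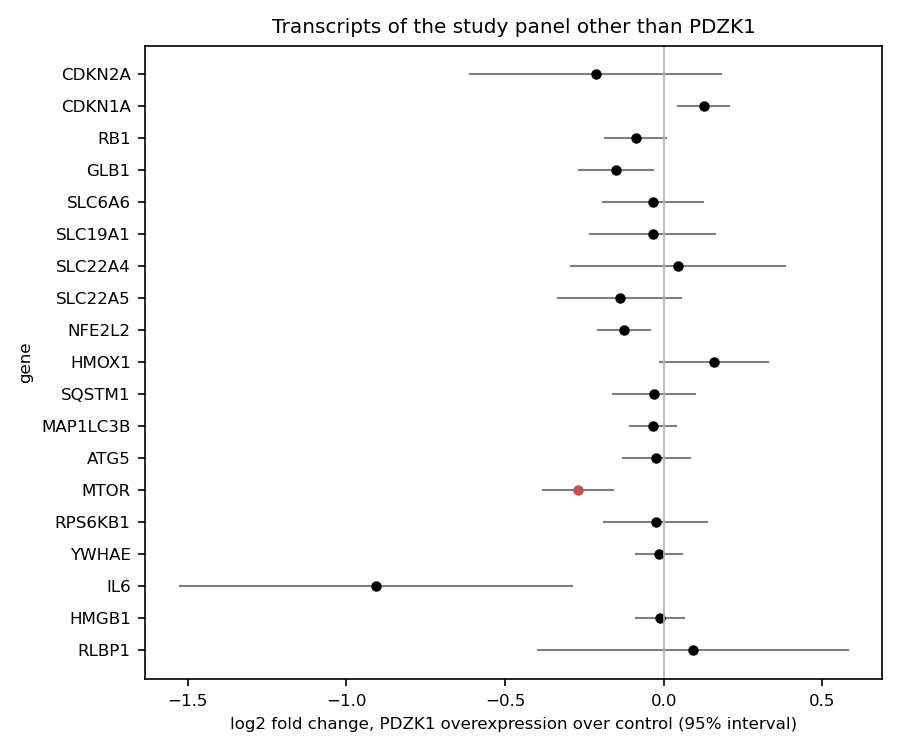
Log2 fold change of PDZK1 overexpression over control with its 95% interval (horizontal axis) for 19 of the tested panel genes other than PDZK1. MTOR (-0.27, red) lies past the threshold and the other genes drawn (black) do not.

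MTOR (ENSG00000198793, chromosome 1, 11106535 to 11262507, minus strand) went from 85.8 ± 4.81 to 71.1 ± 1.93 CPM (SD, n = 3 each). The log2 fold change was -0.27 (SE 0.051, 95% interval -0.39 to -0.16, edgeR adjusted p 0.0195 over all genes and 0.00409 over the list). Annotated genes on the opposite strand, ANGPTL7 among them, overlap it. ANGPTL7 was itself lower (log2 fold change -1.31, edgeR adjusted p 0.00513), at 8.48 to 10.5 CPM in the control libraries and 2.78 to 4.71 CPM in the PDZK1 libraries. The strandedness is not stated, so reads of ANGPTL7 could contribute to the fall of MTOR. MTOR was no longer past the threshold in 5 of the 6 fits that each left out a library (adjusted p 0.00262 to 0.106). MTOR lies within a stretch of the short arm of chromosome 1 in which most genes were lower. Over chromosome 1, 1020123 to 17697874, the median log2 fold change of 122 genes was -0.23 (95% interval -0.26 to -0.21), and 97.5% of them were lower. The scan statistic was 16.71, against at most 6.18 in 1000 shuffled genomes (permutation p 0.001, the smallest they can give). Of 143 tested genes in that stretch, 40 were lower past the threshold and 0 higher. A second stretch, chromosome 11, 537527 to 17014443, had a median of 0.14 over 100 genes (95% interval 0.13 to 0.15), with 91.0% higher (statistic 8.74, permutation p 0.001). There, 17 of 117 tested genes were higher past the threshold and 1 lower. In each of the 6 libraries the median of each stretch lay on its group's side. For the 1p stretch, the deviations from the mean of the 6 libraries were 0.11, 0.12 and 0.14 in the control libraries and -0.12, -0.11 and -0.13 in the PDZK1 libraries. For the 11p stretch they were -0.074, -0.053 and -0.073 against 0.080, 0.071 and 0.073. MTOR differed from the median of its stretch by -0.043 log2 units, and 42 of the other 121 genes there fell by more. With both stretches left out, 437 genes passed the threshold.

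**Figure D3:**
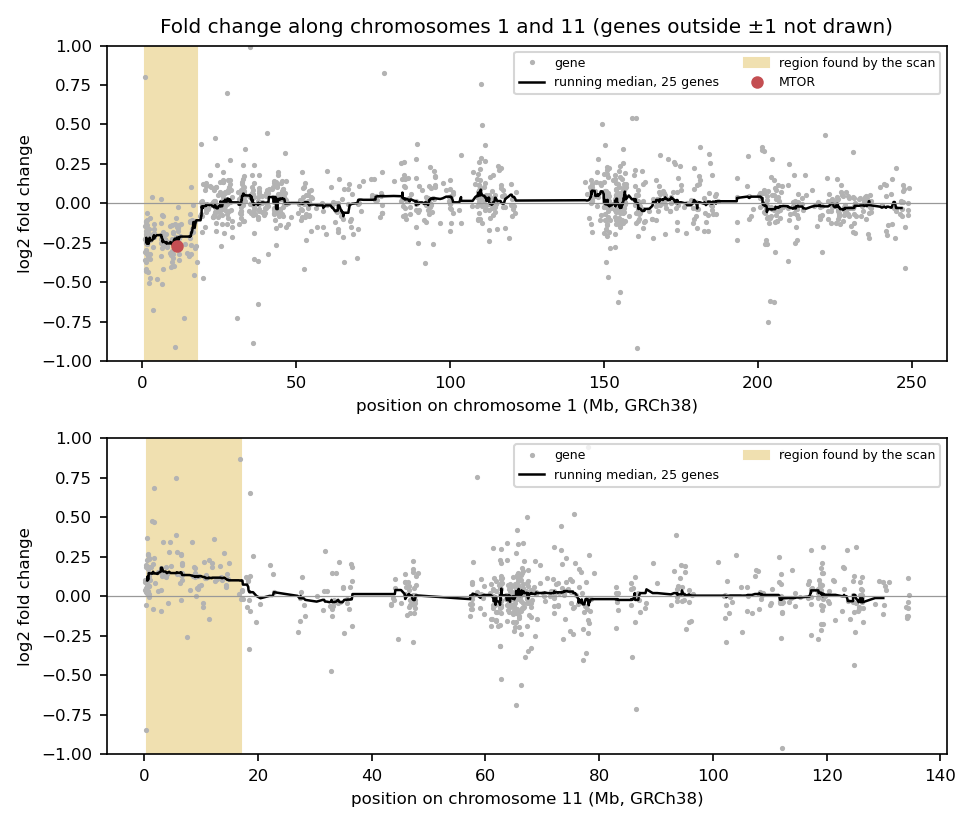
Log2 fold change of PDZK1 overexpression over control (vertical axis) by position in Mb (GRCh38, horizontal axis) along chromosomes 1 and 11, for genes at a mean of at least 4 CPM, with the running median of 25 genes (black line). The shaded stretches, with medians of -0.23 and 0.14, are those found by the scan, MTOR is the red point, and genes outside the drawn range are omitted.

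The study's enrichment analysis of these groups was followed up at the mTOR pathway, so mTOR signalling was the first list tested. The paper does not give the gene set or ranking of that analysis, so the list tested here may differ from that set. The paper's case for lower mTOR activity also rests on blots of phosphorylated mTOR and its downstream kinase, an mTOR activator and YWHAE overexpression. Transcript levels of the listed genes do not measure that activity, so the list test cannot decide it. Of 52 listed genes, 45 were tested, and their median log2 fold change was -0.016 (camera adjusted p 0.371), with 19 higher and 26 lower. MTOR, ULK2 (-0.25, adjusted p 0.0325) and PIK3R1 (0.23, adjusted p 0.0304) passed the threshold as single genes. ULK2 and PIK3R1 each kept it in 2 of the 6 fits that left out a library. The list was not past the threshold in any of its 20 alternatives (adjusted p 0.132 to 0.893), preranked enrichment with fgsea included (0.311). Its median was -0.0099 without PDZK1 replicate 2. It was above 0 without control replicate 3 (0.0055), with library totals only (0.0024) and on log2 FPKM with a pseudocount of 1 (0.012).

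Among the other 11 lists, 4 passed the threshold by camera with the preset correlation, of which 3 are described here. Glycolysis genes were lower (median -0.16, adjusted p 4.32e-05, 24 of 28 lower), as were proliferation genes (-0.12, 0.000245, 45 of 49 lower). Interferon response genes were higher (0.29, 6.2e-05, 37 of 42 higher). The same 4 passed by fgsea. None of the 4 held under fry, which called the 14-3-3 family alone (-0.052, adjusted p 0.0417), or under an estimated correlation (0 lists, smallest adjusted p 0.533, and 0 lists at an unadjusted p under 0.05). Single libraries weighed on these medians. The interferon response median was 0.093 without PDZK1 replicate 1 (adjusted p 0.0331) and 0.51 without PDZK1 replicate 2 (1.33e-09). The proliferation median was -0.037 without control replicate 3 (adjusted p 0.0828), -0.066 without PDZK1 replicate 3 (0.0316), -0.079 without PDZK1 replicate 1 (0.00933) and -0.22 without PDZK1 replicate 2 (9.29e-09). The glycolysis median was -0.10 without control replicate 3 (adjusted p 0.00257). Adjusted p-values over each list's alternatives ran up to 0.533. Of the glycolysis genes past the threshold as single genes, ENO1 (-0.32, adjusted p 0.0108) lies in the 1p stretch, as does PGD of the NRF2 target list (-0.23, adjusted p 0.011). The 8 lists not past the threshold had medians from -0.17 for the secretory phenotype to 0.053 for NRF2 targets and adjusted p-values from 0.155 to 0.451. The secretory phenotype median was -0.062 without PDZK1 replicate 2 (adjusted p 0.458), -0.11 without control replicate 1 (0.461) and -0.058 on log2 FPKM with a pseudocount of 1 (0.242). The NRF2 target median was 0.028 without control replicate 2 (adjusted p 0.306). These 8 are mTOR signalling, amino acid response, cholesterol synthesis, secretory phenotype, NRF2 targets, autophagy and lysosome, retinal pigment epithelium markers and the 14-3-3 family. Within the secretory phenotype list 4 genes were higher and 4 lower past the threshold. Cholesterol synthesis passed the threshold without control replicate 3 (-0.13, adjusted p 2.63e-05).

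**Figure D4:**
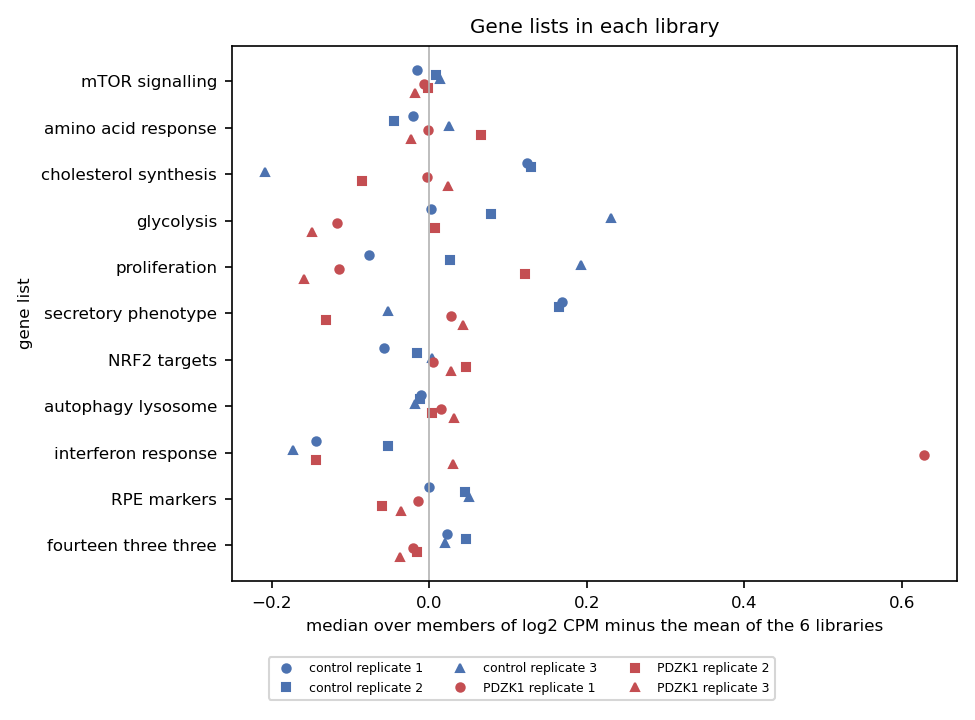
Median over list members of log2 CPM minus the mean of the 6 libraries (horizontal axis) for 11 of the 12 gene lists in each library, with control libraries in blue and PDZK1 libraries in red. For the interferon response, PDZK1 replicate 1 stands at 0.63 and the other libraries lie between -0.17 and 0.030.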

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

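The tests of the assembled locus that had 0 counts in the controls were chosen after its result was seen, and the test on the sums of all 10 loci was chosen before its result. The entries named as assembled loci were outside the main comparison, and 2 results in them differed from the control libraries.

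Of 507 assembled entries tested by edgeR, 10 passed the adjusted threshold, 6 higher and 4 lower, against 49 at an unadjusted p under 0.05. The counting can move reads between the entries of a locus, so each locus was also tested as the sum of its entries. As sums, 5 of the 10 loci were still past the threshold, and 5 were not. Estimates moving between rows of 1 assembled locus (its entries in the table) remain a candidate explanation for the 5 that were not. Of these sums, those nearest 0 had log2 fold changes of 0.032 and 0.114 (edgeR adjusted p 0.881 and 0.663). The others had -0.36, 0.19 and 1.09 (0.0583, 0.054 and 0.122), so a change of the whole locus is not excluded for them. The 5 sums past the threshold argue against moving estimates for those loci. The files give no position for these loci, so no biological explanation was tested beyond the difference between the groups, which stays open.

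The clearest of these entries had 0 counts in every control library and 62, 105 and 134 counts in the PDZK1 libraries, a mean of 3.1 CPM (SD 1.14, n = 3, edgeR adjusted p 0.00161). Its locus has 9 listed entries, whose sums were 755, 778 and 679 in the control libraries and 757, 903 and 749 in the PDZK1 libraries. The log2 fold change of the sum was 0.032 (adjusted p 0.881, 95% interval -0.14 to 0.20). Reads assigned to another entry of the same locus in the control libraries are thus a possible explanation, and a change of isoform in the PDZK1 cells was not tested.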

How the results depend on the processing

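The GC content correction, the assembled loci kept singly or as sums, and the 1p and 11p regions left out were chosen after seeing the data; the other alternatives were fixed beforehand.

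PDZK1 kept its direction and its side of the threshold in all 25 alternatives, from 4.92 on log2 FPKM with a pseudocount of 1 to 7.21 in the fits that each left out a library (6.94 to 7.21). The 4 rises after PDZK1 and the 5 falls named by the rule stayed past the threshold in all 10 alternatives computed for each.

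The count of genes past the threshold depended on the test and the threshold. It was 793 (312 higher, 481 lower) with DESeq2, which shared 518 of the 522 genes. It was 171 (53 higher, 118 lower) when a fold change above 1.5 was also required, and 42 (13 higher, 29 lower) in a test against a fold change of 1.5, where the stricter criterion explains the lower count. On log2 FPKM it was 184 (75 higher, 109 lower) with a pseudocount of 1, 185 (74 higher, 111 lower) with 0.1 and 185 (69 higher, 116 lower) without the filter; the cause was not tested. Across the 6 fits that each left out a library, the count ran from 181 to 875, with 66 to 347 higher and 115 to 528 lower. Fewer samples bear on the lower counts, and the 875 came without control replicate 3, which stood apart from its group. Under library totals only, 517 genes passed and 46.6% of them were higher, against 37.0%.

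With the replicate number as a block, 163 genes passed (59 higher, 104 lower), 159 of them shared with the 522, and 167 with the gene length correction added (61 higher, 106 lower). Residuals of same-numbered libraries correlated at -0.046, -0.056 and -0.143 over genes, which shows no pairing by number, and the block leaves fewer degrees of freedom. MTOR (-0.27, adjusted p 0.0552), ULK2 (-0.25, 0.109) and PIK3R1 (0.23, 0.106) were not past the threshold under the block, and it changed no other call of a named gene or list. With the gene length correction added to the block, MTOR was past the threshold and 2 panel genes were called.

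The count of panel genes past the threshold was 4 with DESeq2 and 1, PDZK1, with the replicate block, with the fold change above 1.5, in the test against 1.5, in the 3 fits on FPKM and with the 1p and 11p regions left out, where MTOR is not among the genes. It ran from 1 to 6 across the fits that each left out a library. The number of lists past the threshold other than mTOR signalling was 0 by camera with estimated correlation and 1 by fry, against 4; the estimated correlations between genes of a list ran from -0.088 to 0.792, against the preset 0.01, and were -0.006 for mTOR signalling, 0.401 for glycolysis, 0.493 for proliferation and 0.731 for the interferon response.

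Some values near 0 changed sign, none of them past the threshold. Library totals only moved the median log2 fold change of all genes to 0.0176, which accounts for the changes of sign under that scaling: HMGB1 was 0.006, YWHAE 0.003, the mTOR signalling list 0.0024 and the retinal pigment epithelium marker list 0.0126. The mTOR list was 0.0116 on log2 FPKM with a pseudocount of 1. The marker list was 0.0008 with the gene length correction, 0.0007 with the replicate block and that correction, and 0.0097 without the count filter; the cause of these changes of sign was not tested. Across the fits that each left out a library, the ranges that crossed 0 were -0.123 to 0.241 for RLBP1, -0.084 to 0.049 for RPS6KB1, -0.097 to 0.036 for SLC19A1, -0.039 to 0.183 for SLC22A4, -0.084 to 0.028 for SLC6A6, -0.084 to 0.016 for SQSTM1 and -0.032 to 0.012 for HMGB1. For lists they were -0.0194 to 0.0055 for mTOR signalling and -0.1277 to 0.0041 for cholesterol synthesis.

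Over 310 comparisons of named genes other than PDZK1 with their alternatives, 16 were weaker, 6 stronger and 15 reversed. Over 220 comparisons of lists other than mTOR signalling, 11 were weaker, 2 stronger and 5 reversed. The depth limits TNF, with 0 counts in every library. The simulated test recovered 22% of 1.2-fold changes, and whether greater depth would raise this was not tested.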

Other observations

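The tests of the runs of neighbouring genes, of the copy explanations for single regions, of MTOR against its region, of GC content over all genes, of single lists over the splits, of the interferon response without a library, of chance neighbours, of chromosome 17 and of X-linked genes were chosen after the result was seen.

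The 522 genes were compared with other splits of the libraries. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes, the real one, and the 9 others gave at most 2, with 6 of them at 0. For the panel count, 1 of the 10 splits gave as many genes. With 10 splits the share cannot go below 1 in 10. With a length trend removed, 510 of the 522 genes were still called in the same direction, with a GC content trend removed 510, and without control replicate 3 there were 491. These values argue against length, GC content and the depth of that library as the source of most of the calls.

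The 2 stretches on the short arms of chromosomes 1 and 11 (1p and 11p) may reflect a difference in copy number between the transduced populations. In the 1p stretch 96.4% of the genes not called were lower, and in the 11p stretch 89.2% were higher. The scan chose the stretches by direction, so these shares neither favour nor exclude it, and a copy change and regulation of a whole stretch cannot be told apart without DNA measurements. A run as large occurred in none of 1000 shuffled genomes (p 0.001 for each, the smallest they can give), which argues against a chance run. The medians were -0.225 and 0.139 with the GC content trend removed and -0.228 and 0.141 with the length trend removed. At their weakest, without a single library, they were -0.223 and 0.133. These values argue against GC content, gene length and any 1 library as the source. For each stretch, 1 of the 10 splits gave a statistic as large on that chromosome, the real one; on chromosome 1 the other splits gave 6.49 to 9.71. The same scan within groups, compared with 200 shuffled genomes in place of 1000, found no region in any of the 6 libraries (permutation p 0.0846 to 0.811). If 1 of 2 copies were lost in 1p, the median would need it in 29.2% of the cells (27.2% to 32.3%), and a gain of 1 copy in 11p would need 20.3% (18.1% to 22.3%). The data do not say which group departs from the parental line, and no DNA was measured. Regulation of these stretches by PDZK1, or a difference that arose in the populations before or during selection, was not tested and stays open. Of 4 regions past the 95% threshold, only these 2 passed every shuffled statistic, a restriction made after the 4 had been seen. The others were on chromosome 15 (statistic 5.5) and chromosome 4 (5.46), each with permutation p 0.016.

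MTOR's change differed from the median of the 1p stretch by -0.043 log2 units and lay between the quartiles of that stretch. The lower MTOR transcript level is thus consistent with a shift of the whole stretch, and an effect of PDZK1 on MTOR itself was not tested separately.

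A copy number difference across the genome was also tested. The medians of the chromosomes spread more than in shuffled genomes (permutation p 0.017, and 0.019 outside the 2 stretches), as this explanation needs. The medians themselves were small, from -0.024 on chromosome 15 to 0.021 on chromosome 11. They bear on shifts of whole chromosomes only, since chromosome 11 had a small median although its 11p stretch stood at 0.14. Copy changes of other short segments cannot be judged from these medians. Of the 522 genes, 464 lay outside the 2 stretches and 58 inside. Copy changes of these stretches may account directly for calls inside them and not for those outside. Indirect effects of such changes on genes elsewhere cannot be judged from positions and were not tested.

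Adjacent tested genes were called in the same direction 27 times, against a median of 11 and at most 22 in 1000 shuffles (p 0.001, the smallest they can give), which argues against chance. Outside the 2 stretches there were 14, against a median of 8 (permutation p 0.04), so the stretches do not account for all of it. On chromosome 17, ITGB4 (-0.93), UNC13D (-0.95) and TRIM47 (-0.98) were lower, genes chosen after their values were seen, within 75721328 to 75878575. The 4 tested genes between them had a median of -0.026, which argues against a loss of copies of the segment. Shared regulation could explain it and was not tested.

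Of 66 genes with a position that were lower by over 1 log2 unit, 14 were X-linked (21.2%), against 3.54% of the genes tested. Random genes matched on expression gave a median of 2 and at most 10 in 10000 draws (permutation p 0.0001, the smallest they can give). The count under alternatives ran from 0 of 14 large falls on log2 FPKM with a pseudocount of 1 to 17 of 84 with DESeq2. Of the 26 genes higher by over 1 log2 unit, 0 were X-linked. Control means of the 14 falls ran from 0.431 CPM for DCAF12L2 to 13.1 CPM for TRO. DCAF12L2 and ITM2A lay at the floor in the PDZK1 libraries. The median that follows covers genes at 4 CPM or more only, so it leaves out the weaker of these falls. The median of 397 X-linked genes at 4 CPM or more was 0.002 (95% interval -0.014 to 0.015), which argues against a loss of copies of X in the PDZK1 cells. In 1 of the 10 splits, the real one, as many genes of any chromosome were called in a single direction. Another split called at most 2 genes, so this count does not test the X-linked excess. A change in the silencing of X-linked genes, or of cells within a mixed population, may remain and was not tested.

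The lists past the threshold were less distinct from other splits than the single genes. A camera p as small was given by 2 of the 10 splits for glycolysis, 5 for the interferon response, 4 for proliferation and 2 for mTOR signalling, the real split included. At least 4 lists passed the threshold in 5 of the 10 splits, and the other splits gave 1 to 7. The members of the glycolysis, interferon response and proliferation lists vary together between libraries (estimated correlations 0.401, 0.731 and 0.493), so the preset correlation of camera is likely too low for these lists.

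The interferon response median was 0.0929 without PDZK1 replicate 1, against 0.29 with it. A high response in that single library is a candidate source of the size of the shift. The glycolysis median was -0.1563 without members in the 2 stretches, so the 1p stretch with ENO1 does not account for it. A weaker oxygen-sensing programme may be one reason. A list of 24 oxygen-sensing genes outside the glycolysis list, written after the glycolysis result and before its own test, had a median of -0.085, at percentile 0.1 of 10000 random lists matched on expression (95% range -0.051 to 0.040), with 16 lower and 8 higher. Of its members, 3 (DDIT4, VEGFA and VLDLR) are on another list as well. AK4, LOXL2, LOX and EGLN1 were past the threshold. Its medians per library were 0.008, 0.025 and 0.061 in the control libraries and -0.045, 0.009 and -0.073 in the PDZK1 libraries, so the groups overlapped. Differences in cell density or medium between cultures would act alike and were not recorded in the labels.

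Control replicate 3 stood apart from the other control libraries. At equal depth, the chi-square per degree of freedom was 17.61 and 14.36 against replicates 1 and 2, and 5.86 between those. Depth alone is therefore unlikely to explain it. Trends on GC content and gene length took up 0.0185% and 0.439% of the variance of its deviation, which argues against both. What set it apart was not identified, and no biological explanation was tested.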
